A study of Homo sapiens with 6 samples. Its data were reported in "FOXC1 Binds Enhancers and Promotes Cisplatin Resistance in Bladder Cancer" (2022).

How the data were processed

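RNA-seq of polyadenylated transcripts had been carried out on 6 libraries of J82, an established human bladder cancer cell line. The labels placed 3 libraries in a control group and 3 in a FOXC1 knockout (KO) group. FOXC1 encodes a forkhead transcription factor. Per the labels, the KO cells had received a lentiviral CRISPR/Cas9 vector, and per the study's methods the control cells carried a vector as well. Groups were taken from the sample titles only, and every column of the table matched 1 sample title.

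The deposited table held raw read counts per gene, which the authors had obtained by aligning paired reads to hg19 with STAR and assigning them to GENCODE genes with featureCounts. The authors' settings for strand, for reads that map to several places and for the tool versions were not stated. Counts of near-identical genes, overlapping genes and antisense genes are therefore uncertain. The authors had not pooled replicates. All 57820 rows named a gene and all were counted in the library totals, and 0 columns belonged to other samples. The reads themselves were not analysed here, so neither insertions and deletions at the guide site nor FOXC1 protein could be examined.

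Gene symbols and coordinates came from a GENCODE annotation of GRCh37, the same assembly as hg19, and 55538 gene identifiers (96.05%) matched it. The published guide sequence was searched on both strands of 84 chromosomes and contigs, and a match had to be perfect and followed by an NGG motif.

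Genes were kept with filterByExpr of edgeR 4.0.16 in R 4.3.3, which left 15647 genes. Counts were normalized with TMM, and the groups were compared with the robust quasi-likelihood F test of edgeR with group as the only term. A gene was called when the Benjamini-Hochberg adjusted p was under 0.05 and the fold change was over 1.3, the thresholds named in the study's methods. The study used DESeq2, which was run as an alternative (version 1.42.0). Standard errors of log2 fold changes were derived from the F statistic. CPM values, read counts scaled to library size, were computed from the deposited counts with the TMM-scaled library sizes, and are given as mean ± SD over the 3 libraries of a group. Exact permutation tests on single genes were two-sided, and with 3 libraries against 3 their p cannot go below 0.1.

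Gene lists were fixed before the data were examined, as were the tests, the alternatives and the rule for naming genes. The SP-up and SP-down lists held the symbols that the study had found higher or lower in side population (SP) cells than in non-side population cells, in libraries other than these 6. SP cells are sorted by their efflux of a dye. Of the 153 SP-up symbols 132 (86.27%) and of the 246 SP-down symbols 166 (67.48%) matched a gene in the table, directly or through an older symbol. The unmatched symbols were mostly clone names. A check of GC content or transcript length over the SP-down list alone was not run, because of its low share of matched symbols. Both properties were therefore left unchecked for this list, and its set tests cover matched members only. The other lists were the FOX family without FOXC1, the ABC transporters, and lists of proliferation, interferon and cisplatin handling genes. Preranked enrichment on log2 fold change was computed with fgsea 1.28.0 over 15270 tested genes with a symbol. A normalized enrichment score (NES) below zero means that a list was concentrated among genes lower in KO. The median log2 fold change of each list was compared, two-sided, with 10000 random lists matched on mean expression in 20 bins. Camera with a preset correlation of 0.01, camera with an estimated correlation, and fry (limma 3.58.1) were run beside these. For the neighbourhood of ID3, the median of tested genes starting within 1 Mb was compared with all windows of as many consecutive tested genes. These p-values take genes as units, apart from those of fry.

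The genes named are FOXC1, ABCB1, ID3, PITHD1, FUCA1, IFNLR1 and NR4A3, then the 5 highest and 5 lowest log2 fold changes among called genes with a mean of at least 1 CPM and no overlap between the groups. To these were added the 3 members of each SP list with the smallest p, and at most 5 called members of each other list. Genes outside this rule are marked as chosen after their values were seen.

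The alternatives were DESeq2, RLE size factors, library size alone, no filter on low counts, a mean of at least 50 counts, thinning to the smallest library, the replicate number as a block, leaving out each library in turn, and other thresholds and list tests. BMP target, SRF-MRTF contractile and mesenchymal marker lists were written later, for the closing observations. Trends on GC content or transcript length were removed per library with loess at a span of 0.3, and 97.6% of the tested genes had both properties. A count of 3 was taken as the floor for a gene in a library, and it covers counting error only.

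The procedure was tested on simulated counts drawn from the real means and library sizes. With 200 seeded genes changed 2-fold, edgeR called 84.5% of them and made 7 calls among unchanged genes, and DESeq2 called 77.5%. With no gene changed, edgeR made 2 calls. A planted gene list and a planted neighbourhood were recovered. Of 40 unchanged lists, 4 had an fgsea p under 0.05 and 4 had a random-list p under 0.05. A planted GC trend gave 7498 calls without correction and 0 with it. Figures were drawn with matplotlib.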

Results

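To examine which transcripts differ when FOXC1 is disrupted in bladder cancer cells, RNA-seq counts from 3 control and 3 FOXC1 KO libraries of J82 cells were compared. The control libraries held 22900531, 24142727 and 25013311 counts (replicates 1 to 3), and the KO libraries 18408134, 25350908 and 23611005. Replicates were distinct libraries, since the chi-square per gene between libraries of a group ranged from 2.73 to 9.15. That does not show that the KO libraries came from separate knockouts. The study names 1 guide and refers to knockout clones, without saying how many lie behind these libraries. The SDs and p-values below therefore rest on spread between libraries, which may not include spread between knockouts. Pearson correlations of log2 CPM across genes were at least 0.994 within groups and at most 0.985 between them, where genes are not independent replicates. The first principal component carried 63.8% of the variance and separated control from KO libraries.

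The targeted gene was examined first. The guide GGGTGCGAGTACACGCTCAT had 1 perfect match in GRCh37, at chromosome 6, 1610810 to 1610829 on the minus strand, followed by GGG. The match lies in the coding sequence (1610681 to 1612339) of FOXC1 (ENSG00000054598.5, chromosome 6, 1610150 to 1614132, plus strand), a gene with 1 exon. Cleavage at that site would fall before base 133 of the 1659 coding bases. FOXC1 transcript was not lower in the libraries labelled FOXC1 KO. Its level was 18.20 ± 1.21 CPM (SD, n = 3) in control and 22.49 ± 1.497 CPM (SD, n = 3) in KO libraries, from 412 to 490 and from 443 to 560 counts per library. All 3 KO values lay above all 3 control values (exact permutation p 0.1, the smallest possible), with a log2 fold change of 0.30 (SE 0.091, adjusted p 0.0127 in edgeR), and the change of 1.23-fold was under the 1.3-fold threshold. The adjusted p was 0.0827 without control replicate 2 (log2 fold change 0.25) and 0.0784 without KO replicate 1 (log2 fold change 0.25). GMDS, the gene beside FOXC1, had a log2 fold change of 0.26 (SE 0.084, adjusted p 0.0190). The transcript level of FOXC1 therefore does not check the labels, and the directions given below are between the libraries labelled FOXC1 KO and control.

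**Figure D1:**
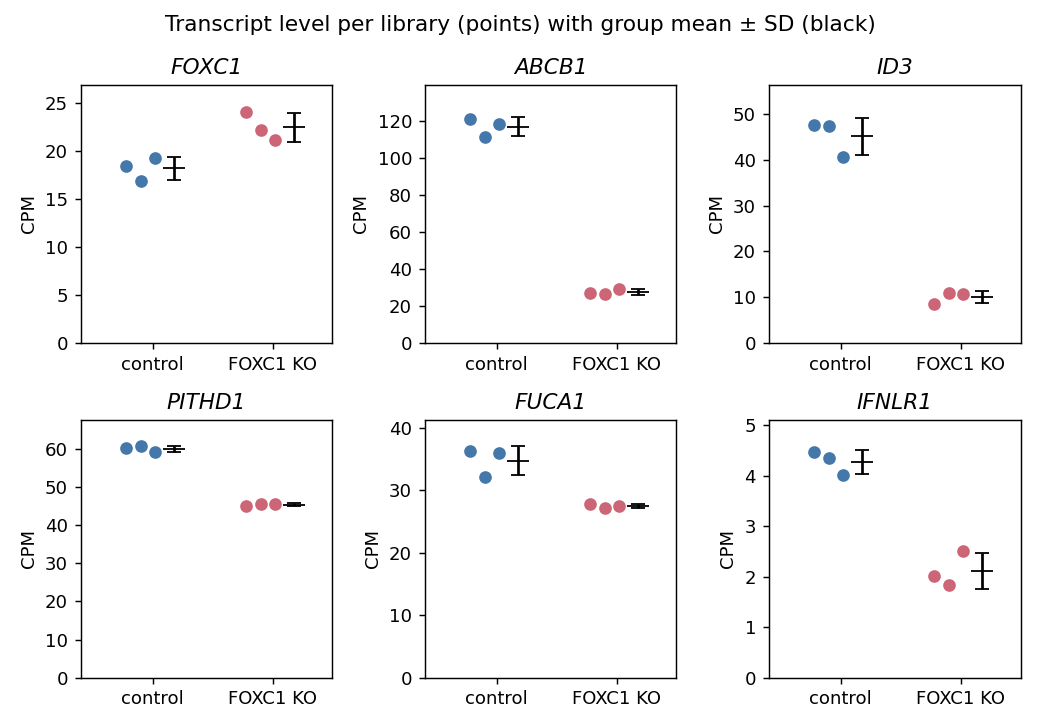
Level of 6 genes in CPM (vertical axes, starting at 0) in each control (blue) and FOXC1 KO (red) library, with the mean ± SD of each group in black. FOXC1 lay higher in the KO libraries (22.49 against 18.20 CPM), while ABCB1 (27.4 against 117 CPM) and ID3 (10.1 against 45.2 CPM) lay lower, and PITHD1, FUCA1 and IFNLR1 lay lower by less.

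The number of differentially expressed genes was then determined. Of 15647 tested genes, 1313 were lower and 1184 higher in the libraries labelled FOXC1 KO at an adjusted p under 0.05 and a fold change over 1.3. Without the fold change threshold 4605 genes passed, the alternative that raised these counts most (2233 lower and 2372 higher). At more than 2-fold, 321 were lower and 316 higher. The values of the groups did not overlap for 2443 of the 2497 called genes and for 41.3% of all tested genes, where chance gives 10%. DESeq2 called 996 lower and 1046 higher at the same thresholds, and 1998 genes were called by both tools, 0 of them in opposite directions. Protein-coding genes made up 1056 of the lower and 1025 of the higher genes.

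The genes with the highest log2 fold changes under the naming rule were ACTG2, MARCO, CYP24A1, IL33 and TRPM2. ACTG2 (ENSG00000163017.9, chromosome 2, 74119441 to 74146992) rose from 0.431 ± 0.0610 to 33.7 ± 2.34 CPM (SD, n = 3), a log2 fold change of 6.28 (SE 0.16, adjusted p 2.04e-22 in edgeR). ACTG2 belongs to a family of near-identical actin genes, so its share of reads depends on how the authors' counting treated reads that match several genes. MARCO (4.11), CYP24A1 (3.77), IL33 (3.45) and TRPM2 (3.34) followed on the log2 scale, with control means of at most 0.522 CPM. HAVCR1 (ENSG00000113249.8, chromosome 5, 156453753 to 156496407) fell most, from 30.03 ± 0.949 to 1.51 ± 0.527 CPM (SD, n = 3), with a log2 fold change of -4.35 (SE 0.14, adjusted p 1.38e-19 in edgeR). FUT9 (-2.57), MPPED2 (-2.48), TSPAN8 (-2.45) and A2M (-2.35) followed. These 10 genes kept their direction and an adjusted p under 0.05 in every alternative in which they were tested.

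**Figure D2:**
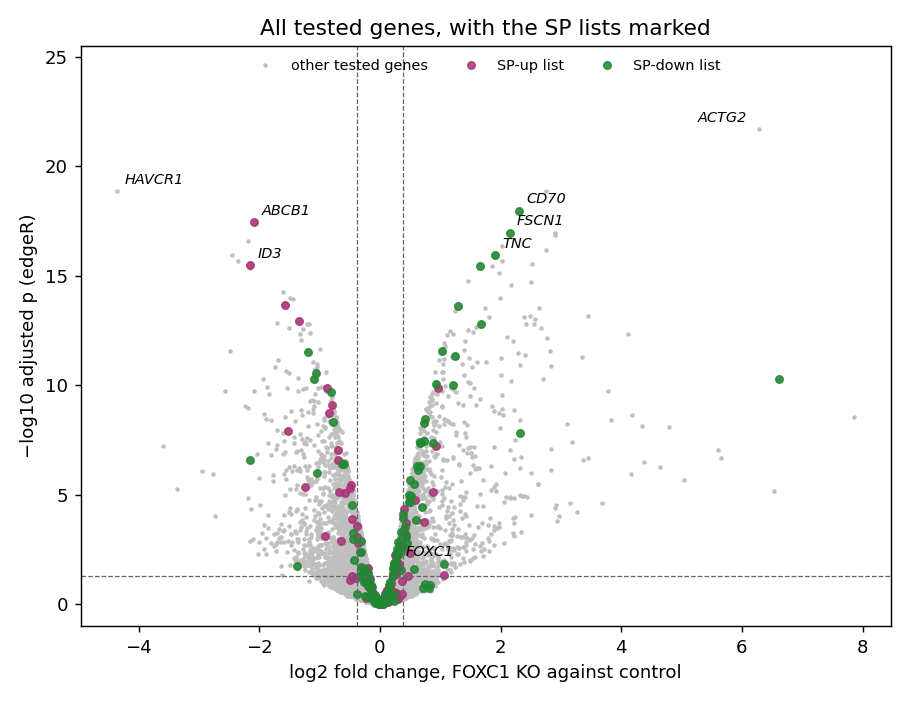
Log2 fold change between FOXC1 KO and control libraries (horizontal axis) and −log10 of the edgeR adjusted p (vertical axis) for the 15647 tested genes, with members of the SP-up list in purple and of the SP-down list in green and dashed lines at the thresholds. ABCB1 and ID3 lie far on the lower side, CD70, FSCN1 and TNC far on the higher side, and members of both lists lie on both sides.

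To ask whether genes that distinguish SP cells shifted with the knockout, the 2 SP lists were tested. The SP-up list had an NES of -1.45 (fgsea p 0.0103), with 20 of 122 tested members lower and 12 higher. The lower members made up 16.4% of the list against 8.40% of the tested genes with a symbol (odds ratio 2.16, Fisher's exact p 0.00444, two-sided). The share of higher members did not differ from the background (odds ratio 1.33, Fisher's exact p 0.305). Its median log2 fold change of -0.024 lay within the random lists (p 0.248, adjusted over 7 lists 0.434). The enrichment was not held by every alternative. The NES was -1.85 (fgsea p 4.27e-05) with genes ranked by the signed statistic. It was -0.68 with no filter on low counts, the setting that moved it most, and -1.28 (fgsea p 0.0631) with DESeq2. Across the 6 fits that each left out 1 library it ranged from -1.35 to -1.24, and its fgsea p was under 0.05 only without KO replicate 1. FOXC1 is itself a member of this list. Adjusted over the list alone, 22 members were lower and 12 higher.

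The SP-down list moved the other way, with an NES of 1.98 (fgsea p 1e-05). Of its 144 tested members, 38 were higher and 14 lower, the same counts as when adjusted over the list alone. The higher members made up 26.4% of the list against 7.58% of the background (odds ratio 4.49, Fisher's exact p 5.25e-12, two-sided). Its median of 0.10 lay above all random lists (p 1e-04, the smallest that 10000 lists can give, 0.00035 after adjustment over 7 lists), and 89 of 144 members were above zero. One group of NPPB lay at the floor, and this member lies above the median at its bound as well, so the median with the bound is 0.10 by construction. The members with the smallest p were CD70 (log2 fold change 2.30), FSCN1 (2.15) and TNC (1.90), all higher. CD70 rose from 18.05 ± 0.602 to 89.0 ± 5.42 CPM (SD, n = 3).

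ABCB1 encodes an efflux transporter and is a member of the SP-up list. ABCB1 (ENSG00000085563.10, chromosome 7, 87132333 to 87342639, minus strand) fell from 117 ± 5.18 to 27.4 ± 1.53 CPM (SD, n = 3). The log2 fold change was -2.09 (SE 0.078, adjusted p 3.41e-18 in edgeR) and ranged from -2.14 to -2.06 over 13 alternatives. Among lower genes ABCB1 ranked 21 by fold change and 2 by p. Among lower SP-up members it ranked 2 by fold change, behind ID3, and 1 by p. With DESeq2 it ranked 1 by p among lower genes. DHRS3, the SP-up member next in p after ABCB1 and ID3, had a log2 fold change of -1.57.

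ID3 encodes an inhibitor of helix-loop-helix transcription factors. ID3 (ENSG00000117318.8, chromosome 1, 23884417 to 23885992, minus strand) fell from 45.2 ± 4.04 to 10.1 ± 1.28 CPM (SD, n = 3), with a log2 fold change of -2.16 (SE 0.10, adjusted p 3.27e-16 in edgeR). The genes that the study names near an enhancer of ID3 fell less. PITHD1 had a log2 fold change of -0.40 (SE 0.074, adjusted p 0.000109 in edgeR) and IFNLR1 of -1.01 (SE 0.16, adjusted p 1.82e-05). FUCA1 had a log2 fold change of -0.34 (SE 0.083, adjusted p 0.00247), a change of 1.26-fold that did not pass the fold change threshold. Over 13 alternatives FUCA1 passed that threshold only without control replicate 2 (log2 fold change -0.40). To place these genes among their neighbours, the 26 tested genes starting within 1 Mb of ID3, not of the enhancer, were taken, without ID3. Their median log2 fold change was -0.19, with 23 below zero, 7 called lower and 1, EPHB2, called higher. Of 14655 windows of 26 consecutive tested genes, 703 had a median as low (4.80%), and the two-sided share of windows as far from the centre was 0.121. The 97 tested genes between 1 and 5 Mb from ID3 had a median of -0.13.

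**Figure D3:**
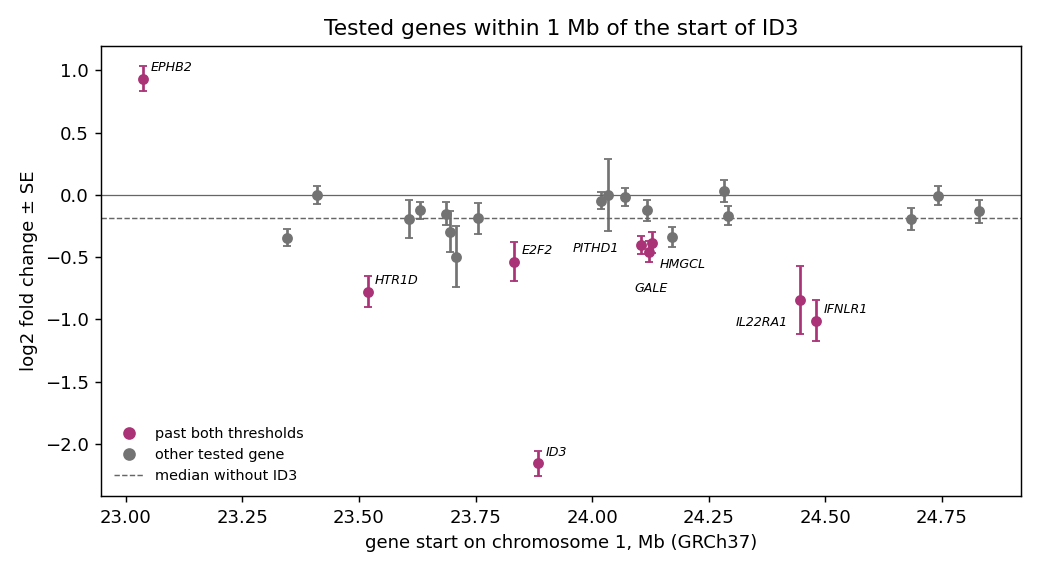
Log2 fold change ± SE between FOXC1 KO and control libraries (vertical axis) of tested genes by start position on chromosome 1 in Mb (horizontal axis) within 1 Mb of ID3, with called genes in purple and the median without ID3 as a dashed line. ID3 lies lowest at -2.16, 7 other called genes lie below zero, and EPHB2 lies above it at 0.93.

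NR4A3, the other transcription factor gene examined, had low counts (4 to 13 per library). Its log2 fold change was 1.06 (SE 0.40, adjusted p 0.0473 in edgeR), and with DESeq2 the adjusted p was 0.225. The adjusted p ranged from 0.0416 to 0.225 over 11 alternatives and exceeded 0.05 in 5 of the 6 fits that each left out 1 library, reaching 0.158 without KO replicate 1, so the difference did not hold.

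The remaining gene families and lists were compared to describe how specific these shifts were. The FOX family without FOXC1 had a median of 0.015 over 24 tested members (random-list p 0.827), a sign that changed with no filter on low counts and without single libraries. FOXO1 (-1.41), FOXA1 (-1.14), FOXP2 (-1.10), FOXL1 (-0.55) and FOXE1 (-0.38) were called lower, of which FOXL1, FOXP2 and FOXE1 were not under an adjusted p of 0.05 with DESeq2 (0.0501, 0.207 and 0.159). FOXO3B, named after its value was seen, was called higher (0.56) and shares sequence with FOXO3. The ABC transporters had a median of -0.019 over 32 tested members (random-list p 0.692), and this sign changed without control replicate 1 (0.049) and without KO replicate 3 (0.019). In contrast, their NES was -1.90 (fgsea p 0.000645), with 7 called lower and 1 higher. Besides ABCB1, the called members with the smallest p were ABCG2 (-1.21), ABCC9 (-1.74), ABCA1 (-0.57) and ABCD3 (0.46), the only one higher.

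**Figure D4:**
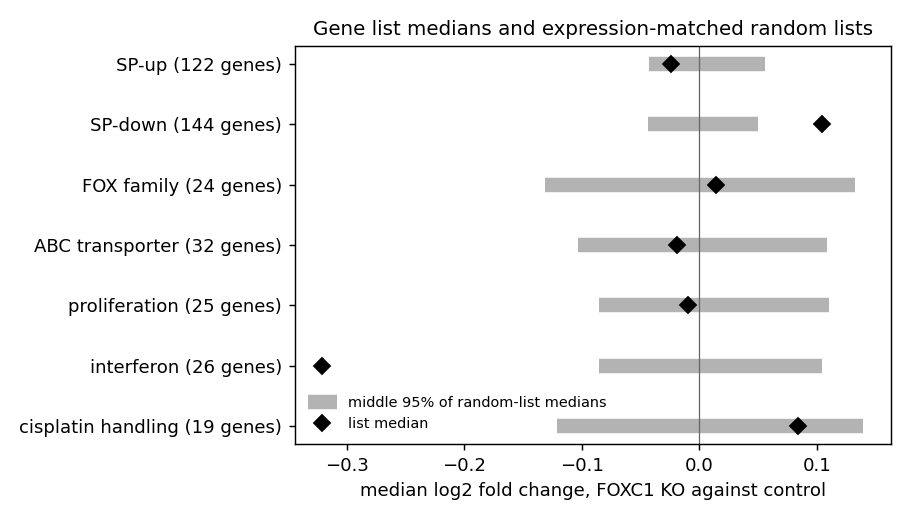
Median log2 fold change between FOXC1 KO and control libraries (horizontal axis, diamonds) of 7 gene lists, with grey bars for the middle 95% of medians of 10000 random lists matched on expression. The interferon list (-0.32) lies below and the SP-down list (0.10) above the random lists, and the other 5 lie within them.

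The proliferation list had a median of -0.0094 over 25 genes (random-list p 0.654), and 0 members were called while 6 had an unadjusted p under 0.05. The interferon list had a median of -0.32 over 26 genes (random-list p 1e-04, the smallest possible, 0.00035 after adjustment over 7 lists). In this list 24 members were below zero (all but RIGI and IFI44, named after their values were seen), 9 were lower and 0 higher, 22 had an unadjusted p under 0.05, and 9 were lower when adjusted over the list alone. IFI6 (-0.79), IFIT1 (-0.53), HERC5 (-0.53), STAT2 (-0.47) and OAS3 (-0.42) had the smallest p. The median stayed between -0.36 and -0.32 over 13 alternatives. The cisplatin handling list had a median of 0.084 over 19 genes (random-list p 0.246), and SLC31A1 (-0.38), REV1 (-0.41) and SLC47A1 (-0.66) were called lower.

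Set tests gave the following. With fry, which uses the libraries as units, p was 0.00999 for the SP-up list, 0.00344 for the SP-down list, 0.00184 for the ABC transporters and 5.61e-05 for the interferon list, and the adjusted values over 7 lists were 0.0175, 0.00803, 0.00644 and 0.000393. The FOX family (0.0691), the proliferation list (0.638) and the cisplatin handling list (0.571) did not pass. Fry asks whether the members of a list change, not whether they change more than other genes do. Here 4605 tested genes had an adjusted p under 0.05 in edgeR, so a list can pass fry without standing out. For example, the mesenchymal marker list, written later, had a fry p of 0.00752 but a random-list p of 0.834. Camera, which takes genes as units, gave with the preset correlation 0.0604 for the SP-up list, 8.59e-05 for the SP-down list, 0.0853 for the ABC transporters and 5.34e-12 for the interferon list. With an estimated correlation camera gave 0.00386 for the interferon list, and it exceeded 0.05 for the SP-up (0.251), SP-down (0.145) and ABC transporter (0.281) lists.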

Values the study reported

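The study reported 1444 genes down-regulated and 1660 genes up-regulated after FOXC1 knockout. For genes up-regulated in SP cells, it gave an NES of 1.84 with a p of 0.0002. For genes down-regulated in SP cells, it gave an NES of −1.72 with a p of 0.0005. The signs of these scores are as printed there, and the text describes the first group as lower and the second as higher in knockout cells. The study's figure caption assigns the panels the other way. It gives the panel cited for the first score to genes lower in SP cells, and the other panel to genes higher in SP cells. Which list each score and p belongs to is therefore uncertain.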

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

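Over the alternatives named among the methods, 174 values of the main comparisons kept their direction and, where they had a p, their side of 0.05. Of the others 13 lost significance, 7 changed sign and 7 counts moved by more than 1.5 times. Among single named genes 469 values kept their direction and their side of an adjusted p of 0.05, and 18 lost significance, in NR4A3, FOXP2, FOXE1 and FOXL1. This tally did not follow the 1.3-fold threshold, which some genes crossed. For example, OAS3 (-0.35 without control replicate 1), SLC31A1 (-0.35 without KO replicate 2) and REV1 (-0.34 without control replicate 3) fell short of it. FUCA1 passed it without control replicate 2 (-0.40). ABCB1, ID3 and the interferon list kept their direction and a p under 0.05 throughout. The ID3 neighbourhood kept its direction too, but its two-sided share of windows stayed above 0.05 (0.0719 to 0.167 over 13 alternatives).

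The counts of called genes depended mainly on the threshold. There were 2233 lower and 2372 higher genes with no fold change threshold, 321 and 316 at more than 2-fold, and 494 and 516 when edgeR tested directly against a 1.3-fold change, which follows from how these settings are built. Across the 6 fits that each left out 1 library, lower genes ranged from 1201 to 1408 and higher genes from 1124 to 1231. Of the 2497 calls, 2120 to 2193 were also called in each of these fits. Scaling moved the median of all tested genes by less than 0.1 on the log2 scale. Thinning all libraries to the smallest one gave 2351 calls, so unequal depth limited these counts little.

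Some thresholds were chosen after seeing the data. With DESeq2, 1737 lower and 2051 higher genes passed with no fold change threshold, and 1275 and 1409 passed above 0.3 on the log2 scale. A log2 threshold of 0.262, the natural logarithm of 1.3, gave 1444 lower and 1660 higher genes.

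The SP-up enrichment moved in both directions. The NES was -1.85 with genes ranked by the signed statistic, -1.73 with a mean of at least 50 counts, -1.53 both after thinning and without mitochondrially encoded genes, and these kept a p under 0.05. It was -1.28 with DESeq2, -0.68 with no filter on low counts, and -1.24 without ABCB1 and ID3, a setting chosen after seeing the data that removes the 2 members with the smallest p. It ranged from -1.35 to -1.24 across the fits that each left out 1 library. Camera gave a p of 0.0604, and 0.251 with an estimated correlation. For the SP-down list, camera with an estimated correlation gave 0.145, while the NES ranged from 1.45 to 2.25 over the other settings. The SP-down list holds neither FOXC1 nor mitochondrially encoded genes, so those 2 settings were run on the SP-up list alone. Apart from the removed members, the cause was not tested.

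FOXC1 had a log2 fold change from 0.25 to 0.35 across the fits that each left out 1 library, which leave fewer libraries. The FOX family median was -0.014 with no filter on low counts and ranged from -0.015 to 0.041 across those fits. The ABC transporter median ranged from -0.067 to 0.049 and the proliferation median from -0.039 to 0.0036. These medians lay within the random lists in all settings, and the cause was not tested.

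The replicate numbers did not pair the libraries, since deviations from the group means correlated at -0.027, -0.072 and 0.050 for the numbers 1 to 3. With the number as a block, 1351 genes were lower and 1200 higher.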

Other observations

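The tests on exchanged libraries, on reads shared with FOXC2 or with other actin genes, on mesenchymal markers, on the interferon list after thinning, on GMDS, and on the shape of shifted windows were chosen only after the result was seen, and the patterns on ID genes, smooth muscle genes, chromosome windows and the interferon list were themselves noticed in these data.

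FOXC1 transcript was higher, not lower, in the libraries labelled FOXC1 KO. Scaling does not account for it, since the smallest log2 fold change over 4 scalings was 0.29. An exchanged library is argued against by the correlations, the lowest of which within a group was 0.994 against 0.985 at most between groups. FOXC2 had 0 counts in all libraries, so reads shared with FOXC2 do not supply the rise. A gain of the wider region is argued against by the 20 nearest tested genes, which start between 291630 and 3223558 and had a median log2 fold change of 0.073, although 4 of them rose at least as much as FOXC1. A smaller gain that covers FOXC1 and GMDS, the gene beside it, cannot be told apart from a change in transcription, since GMDS rose by 0.26, within the errors of the rise of FOXC1. A frameshift in a gene with 1 exon may leave its transcript in place, because such a transcript carries no exon junction, and loss of the protein could relieve feedback on the gene. Neither idea was tested. The study's protein blot, not the transcript level, is what identifies these cells as knockouts, and the reads that could show the edit were not analysed here.

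The number of calls was tested against technical explanations. Of the 10 splits of the 6 libraries, 1, the labelled one, gave as many calls, and with 3 libraries against 3 that share cannot go below 0.1. The other 9 splits gave 0 calls each, with 90 to 908 genes at an unadjusted p under 0.05 against 6221 for the labelled split. Each of those 9 splits mixes control and KO libraries within a group, which widens the spread within groups and holds calls down. They therefore do not measure how many calls an arbitrary grouping would give. Thinning left 2351 calls, removing the GC trend gave 2592, and removing the transcript length trend gave 2466, so none of these accounts for the difference between the groups. No label gives a batch, so a batch that follows the groups was not tested.

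Part of the difference fell in chromosome segments. Of 1421 overlapping windows of 50 consecutive tested genes, 111 had a median further from zero (over 0.193) than the 95th percentile of the largest value in random placements, against at most 3 in any of 1000 random placements. These lay on 15 chromosomes, and included windows on chromosome 9 (median -0.31, 89559277 to 99180652), chromosome 18 (-0.28, 56529832 to 77514503) and chromosome 1 (0.30, 86115100 to 94790125). In these windows the quartile of genes that moved least with the window was shifted 1.12 times as far as the window's median. Picking windows by their median raises this ratio on its own, to a median of 0.757 and at most 1.01 over 1000 random placements with the 111 most shifted windows picked in each. The real windows exceeded all of these. This is consistent with copy number differences between the control and KO cultures, for example from the outgrowth of different subclones, though regulation of wide domains would look alike and DNA was not analysed here. Most calls lay outside these windows, although shorter or weaker segments would be missed and would count as outside. Among genes with an annotated position outside the mitochondrial genome, 1872 calls (76.8%) lay outside the shifted windows and 566 (23.22%) inside them, on 15.6% of the tested genes. Called genes without such a position were left out of these shares. A call inside them may reflect dosage of the segment and not FOXC1.

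The lower values around ID3 may in part belong to a wider shift. Genes between 1 and 5 Mb from ID3 had a median log2 fold change of -0.13, against -0.19 for those within 1 Mb, and both sides fell (-0.11 and -0.13). The study places the enhancer upstream of ID3, while the neighbourhood and its flanks were centred on ID3. Their contrast is therefore no direct test of that enhancer. A shared segment and an effect of a nearby enhancer cannot be told apart here either, because the flanks fell by more than 50% of the neighbourhood's median but by less than all of it. ID3 itself (-2.16) fell far beyond any such shift.

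ID1 (-2.19) and ID2 (-2.14), chosen after their values were seen, fell as far as ID3 although they lie on chromosomes 20 and 2. The value of ID2 is less firm, since its counts were low (19 to 33 in control and 3 to 8 in KO libraries). Its SE was 0.37, and it ranged from -2.51 to -1.94 over 12 alternatives. Removing the GC trend left all 3 ID genes at -2.12 or lower. A hypothesis is that BMP signalling, which drives all 3 genes, was lower. Other BMP targets gave no clear answer. Their median over 10 tested genes was -0.23 (random-list p 0.131), fry gave 0.00700, camera gave 0.0469 with the preset and 0.255 with an estimated correlation, and SMAD6 (-1.16) and ATOH8 (-0.90) were called lower while 3 members lay above zero. These are too few genes, and they go both ways, so lower BMP signalling and a separate effect on the ID genes cannot be told apart. An enhancer near ID3 alone would not lower ID1 and ID2.

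ACTG2 and CNN1 rose from near absence. CNN1, chosen after its values were seen, had 0 counts in each control library and 25 to 32 in the KO libraries, at least 9.97-fold higher. A candidate explanation is higher activity of SRF and its MRTF cofactors. The other 23 tested genes of that contractile list had a median of 0.40 (random-list p 1e-04, the smallest possible), with 12 higher, among them TAGLN (2.75) and MYL9 (1.24), and 1 lower, ANKRD1. Reads shared with other actin genes are argued against, since ACTG1 rose most among ACTA2, ACTB and ACTG1, by 0.40. Mesenchymal cells in the KO cultures are also argued against. The summed level of DES, PDGFRA, THY1 and MYH11, which J82 cells hardly express, reached 1.08 CPM at most in a KO library and 1.12 CPM in a control library. Of 7 tested markers, COL1A2, COL3A1 and DCN were lower and COL1A1 alone was higher (2.21), with a list median of -0.022. COL3A1, the most abundant, fell from 348 to 154 CPM.

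The interferon list was lower as a whole. Its median stayed at -0.33 after the GC trend was removed, at -0.32 after thinning, and at -0.35 over the 22 members outside shifted windows, each beyond the random lists. A different response to the vectors, different passage or culture, and an effect of FOXC1 all remain open and untested, and each follows the groups. Control levels of the list ranged from 6.26 CPM (IRF9) to 1378 CPM (IFI6), and a lower basal response in KO cells is a hypothesis.

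The counts of called genes at the thresholds named in the methods did not match the values quoted from the study above under either tool. The edgeR counts lay within 1.5 times of them. With DESeq2, 1046 genes were higher, and that is lower than the quoted value by more than 1.5 times. After 4 thresholds had been tried with DESeq2, a log2 threshold of 0.262 gave 1444 lower and 1660 higher genes, which equal the quoted values. A candidate explanation is that a 30% change was converted with the natural logarithm and compared with log2 values, so that the threshold in use was 1.199-fold. The rank of ABCB1 depended on the measure. Among lower genes it ranked 1 by p with DESeq2 and 2 with edgeR, and 32 and 21 by fold change. Among lower SP-up members it ranked 1 by p and 2 by fold change with edgeR. The fgsea p of the SP-up list was 0.0103. That is higher than the value quoted from the study above. With genes ranked by the signed statistic it was 4.27e-05. That is lower than the quoted value. For the SP-down list it was 1e-05. That is lower than the value quoted from the study above. Each of these comparisons comes out the same with either quoted p, so the uncertain assignment of those values does not change them.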
